# The effect of palmitate supplementation on gene expression profile in proliferating myoblasts

**DOI:** 10.1007/s10565-016-9324-2

**Published:** 2016-04-25

**Authors:** K. Grabiec, A. Majewska, Z. Wicik, M. Milewska, M. Błaszczyk, K. Grzelkowska-Kowalczyk

**Keywords:** Cytokines, Growth factors, Long-chain fatty acids, Myogenesis, Signaling, Transcriptome

## Abstract

High-fat diet, exposure to saturated fatty acids, or the presence of adipocytes in myoblast microenvironment affects skeletal muscle growth and function. The aim of the present study was to investigate the effect of palmitate supplementation on transcriptomic profile of mouse C2C12 myoblasts. Global gene expression was evaluated using whole mouse genome oligonucleotide microarrays, and the results were validated through qPCR. A total of 4047 genes were identified as differentially expressed, including 3492 downregulated and 555 upregulated genes, during a 48-h exposure to palmitate (0.1 mmol/l). Functional classification showed the involvement of these genes in several processes which regulate cell growth. In conclusion, the addition of palmitate modifies the expression of genes associated with (1) myoblast responsiveness to hormones and growth factors, (2) cytokine and growth factor expression, and (3) regulation of cell-cell and cell-matrix communication. Such alterations can affect myoblast growth and differentiation; however, further studies in this field are required.

## Introduction

Skeletal muscle is a key insulin-responsive tissue, which is important for glucose and fatty acid utilization (Houmard 2008). The fetal stage is crucial for skeletal muscle development in humans and large farm animals because there is no increase in muscle fiber number after birth (Zhu et al. 2006). The skeletal muscle mass is, therefore, closely related to the number of cells which trigger the myogenic program and are able to undergo hypertrophy at later stages of muscle development (Bonnet et al. 2010).

According to a recent study on human and animal models, secondary myogenesis that mainly accounts for muscle mass is susceptible to the availability of nutrients and humoral factors and, thus, suboptimal fetal environments decrease the number of myofibers. Recent studies revealed that maternal high-fat feeding and obesity increase fat-to-lean mass ratio and cause impaired glucose tolerance in offspring (reviewed in Warner and Ozanne 2010). Humoral factors associated with maternal obesity can reduce fetal muscle fiber number and/or diameter and promote adipogenesis and fibrogenesis (Du et al. 2010). Downregulation of myogenesis and Wnt/β-catenin signaling, probably resulting from activation of inflammatory nuclear factor κB (NF-κB) pathway in fetal skeletal muscle, has been reported in an obese pregnant sheep model (Tong et al. 2009). Extracellular factors acting during myogenesis control myoblast proliferation and differentiation through regulation of signaling pathways for the expression of specific transcription factors and morphological changes (Le Grand and Rudnicki 2007). According to the cell niche concept, myoblast behavior is determined by the stimuli acting in the surrounding environment (Ohlstein et al. 2004), in which adipocyte-derived fatty acids can be important signaling molecules. These influences may, in turn, modify the expression and secretion of factors which regulate numerous biological processes in autocrine, paracrine, and endocrine manner (Henningsen et al. 2010; Chan et al. 2011). Alterations in muscle cell secretome during myogenic differentiation support an important and active contribution of myoblasts in regulation of their microenvironment (Griffin et al. 2010; Ge et al. 2013).

Microarray-based profiling enables the simultaneous measurement of the expression of multiple genes and the identification of genes and proteins that contribute to the regulation of cellular processes. In the present study we used a microarray technique for the comprehensive analysis of palmitate effect in mouse C2C12 myoblasts. Global gene expression was evaluated using whole mouse genome oligonucleotide microarrays, and the results were validated through real-time PCR. Gene ontology analysis was used to classify gene functions. We demonstrated that palmitate regulates genes involved in different pathways associated with myoblast growth and development, i.e., signal transduction, cell commitment, differentiation, cell-cell and cell-matrix signaling, and calcium homeostasis. These results can provide a basis for future studies to investigate specific mediators of effects of fatty acids on skeletal muscle growth.

## Materials and methods

### Preparing fatty acid-containing media

The solution of palmitate for the experimental treatment was prepared by mixing with FFA-free bovine serum albumin, as described by Coll et al. (2008). First, palmitate (the sodium salt, obtained from Sigma-Aldrich), was dissolved in ethanol and then diluted 1:100 in Dulbecco modified Eagle’s medium (DMEM), supplemented with 2 % (*w*/*v*) fatty-acid free bovine serum albumin. Palmitate complexed to BSA was added to the experimental medium to obtain the final concentration of 0.1 mmol/l. This concentration of palmitate does not mimic hyperlipidemic conditions; however, it does not exert the toxic effect.

### Cell culture

A research work was carried out on the murine myogenic C2C12 cell line (satellite cells from thigh muscle), purchased from the European Collection of Animal Cell Culture (ECACC). This cell line undergoes proliferation and differentiation in response to growth factors present in the extracellular environment; thus, it is a useful model to study the mechanisms controlling myogenesis (Yaffe and Saxel 1977).

Mouse C2C12 myoblasts were maintained free of contamination at the exponential phase of growth in DMEM supplemented with 10 % fetal bovine serum (FBS) and an antibiotic-antimycotic mixture (Life Technologies), in controlled humidified air supplemented with 5 % CO_2_, at 37 °C. The growing medium was changed every other day. After reaching ~40 % confluence, the proliferating myoblasts were subjected to 48-h exposure to palmitate (0.1 mmol/l) added to 5 % FBS/DMEM, according to the experimental protocol described previously (Lee et al. 2009). The control cultures were maintained in 5 % FBS/DMEM, containing the same amounts of ethanol and FFA-free bovine serum albumin, as the experimental medium.

### Analysis of myoblast number

In order to verify the effect of palmitate supplementation on cell number, C2C12 myoblasts were seeded onto Petri dishes and cultured as described above. Changes in cell number were monitored using a phase contrast microscope (IX 70, Olympus Optical Co., Hamburg, Germany) and a Kodak DC 290 zoom digital camera (Eastman Kodak Co., Rochester, NY, USA). The images of 10 independent visual fields for each dish were captured before (0 h) and after the 48-h treatment, and myoblast number in control and palmitate-treated cultures were compared using the images related to the same visual field. The results were presented as the percentage of initial cell number.

### Assessment of DNA content and cell respiration

A crystal violet (CV) assay was performed to determine the total amount of nuclear DNA. The cells were cultured in 96-well plates and fixed with 75 and 100 % methanol for 20 min, and the monolayer was stained using the crystal violet solution (2 mg/ml) for 5 min. The excess unbound dye was removed by washing the plates with water. The bound crystal violet was released after adding 1 % SDS for 30 min.

Viability of proliferating cells was determined using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay, as described previously (Jacobson et al. 1994) with minor modifications. The cells were seeded in 96-well plates, and after incubation time, the MTT solution (0.5 mg/ml) in PBS was added to each well. The plates were then incubated for 4 h at 37 °C. The reaction product, i.e., precipitated formazan, was solubilized in 100 % DMSO (100 μl/well).

In both assays, the absorbance was measured on the Infinite 200 PRO Tecan^™^ multidetection microplate reader (Tecan, Mannedorf, Switzerland) at a wavelength of 570 nm.

### Microarray analysis

Total RNA was extracted and purified from the C2C12 cells using the Total RNA kit (A&A Biotechnology, Poland) according to the manufacturer’s protocol. The isolated RNA samples were dissolved in RNase-free water. The quantity of the isolated RNA was measured using NanoDrop (NanoDrop Technologies, USA). The RNA samples were treated with DNase I to eliminate DNA contamination and were subsequently purified using the RNeasy MiniElute Cleanup Kit (Qiagen, Germany). Subsequently, the RNA samples were analyzed on a BioAnalyzer (Agilent, USA) to measure the final RNA quality and integrity. Total RNA (1000 ng) from each sample was amplified and labeled using the Quick Amp Labeling Kit (Agilent, USA) according to the protocol for Agilent Gene Expression oligo microarrays (version 5.7, March 2008). The Agilent Whole Mouse Gene Expression (Mouse GE 4 × 44K version 2) oligonucleotide microarray slide (containing four microarrays; array ID 026655) was used for the hybridization. Each microarray contained 39,485 oligonucleotide probes that correspond with 27,122 of RefSeq (Entrez) gene counts. The complementary RNA (cRNA) from one control sample (labeled with cyanine-3) and one experimental sample (labeled with cyanine-5) were hybridized onto each microarray, resulting in the analysis of RNAs from four control and four experimental cultures. The hybridized microarrays were scanned on an Agilent G2505C microarray scanner. Agilent Feature Extraction (FE) software version 10.7.3.1 was used to extract data, place microarray grids, reject outlier pixels, accurately determine feature intensities and ratios, flag outlier pixels, and calculate statistical confidences. The statistical analysis was performed using the Gene Spring 12 software (Agilent, USA). The raw data were preprocessed to remove variability across and within array samples. To minimize the non-biological variability across arrays, the raw data were first log2 transformed. Total detected entities were filtered by flags (detected, non-detected) and error (coefficient of variation: CV <50.0 %) to remove very low signal entities and to select reproducible signal values of entities among the replicated experiments.

### Quantitative PCR

To validate the microarray data, the expression of four genes (*Arpc3*, *Tfpi*, *Usp47*, *Angptl4*) was analyzed using quantitative real-time PCR. The messenger RNA (mRNA) gene sequences were obtained from the National Center for Biotechnology Information (NCBI) database, and the primers were designed using the PRIMER3 software (free online access) and validated using Oligo Calculator (free online access) and Primer-Blast (NCBI database). The primer sequences are listed in Table 1. The *Rpl13a* gene was used as a reference gene for the normalization of target gene expression. The expression stability value of the housekeeping gene *Rpl13a* was determined using the geNorm and NormFinder programs. The *M* value equals 0.514 and the standard deviation equals 0.459.

**Table 1:** The primers used for qPCR

Gene symbol	Primer sequence	Optimum annealing temp. (°C)	Source
*Arpc3* (NM_019824)	Fr: AACAGGAGGACGAGATGATG	58	Designed
	Rv: CACCACTTGCTGGGTTTATC		
*Tfpi* (NM_011576.1)	Fr: AATTTTGGGACCTCATCTCC	58	Designed
	Rv: AACTCGGGAACAAGGCTAAG		
*Usp47* (NM_133758.3)	Fr: TGGATCACACCAGTGACAAG	58	Designed
	Rv: GCAGTGGACCTATGAACCTG		
*Angptl4* (NM_020581)	Fr: CTTTCCCTGCCCTTCTCTACT	58	Designed
	Rv: ATGGCTACAGGTACCAAACCA		
*Rpl13a*	Fr: AATGTGGAGAAGAAAATCTGCAA	58	Designed
	Rv: TCATTTTCAACACTGAAGCTCAA		

The primers were designed using the PRIMER3 software (free online access) and checked using the Oligo Calculator (free online access) and the Primer-Blast (NCBI database). The *RPl13a* gene was used as a non-regulated reference gene for normalization of the target gene expression

The total RNA was reverse transcribed to first strand complementary DNA (cDNA) using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA), following the manufacturer’s protocol. RT-PCR was performed on a Stratagene Mx3005P quantitative PCR instrument using the SYBR Select Master Mix (Applied Biosystems, USA).

The qPCR program included preincubation step at 50 °C for 2 min and 95 °C for 2 min, and it was continued with 40 cycles consisting of a denaturing step at 95 °C for 15 s, an annealing step at 58 °C for 15 s, and an elongation step at 72 °C for 30 s. All PCR reaction efficiencies were between 92 and 105 %, and the product melting curves showed single products and the absence of a product in the negative controls.

The results were calculated using the 2^−ΔΔ*C*T^ method (Livak and Schmittgen 2001). The expression changes are shown as the relative upregulation or downregulation normalized to the internal reference gene, *Rpl13a*. The experiment was performed three times.

### Statistical analyses

The results of the MTT and CV tests are representative of four separate experiments performed in triplicate (*n* = 12). The results were presented as means ± SE. For each assay, the Student *t* test was used for the comparison of two means (control vs experimental treatment) and the criterion for statistical significance was *P* < 0.05. The analyses were performed using GraphPad Prism 5 (GraphPad Software, USA).

Differential gene expression was statistically analyzed using an unpaired *t* test to examine the null hypothesis of no differential expression between the control and experimental groups. The statistical significance was set at *P* ≤ 0.05. Moreover, the Benjamini-Hochberg false discovery rate (FDR) test, with a ≤0.05 significance level, was employed. All significant changes with fold-change absolute values greater than or equal to 1.6 were selected for ontological analyses. The data obtained from these analyses have been deposited in the NCBI Gene Expression Omnibus and are accessible via GEO Series accession number GSE75378. All genes significantly altered in the analyses presented herein were analyzed using commercial Pathway Studio software (Agilent, USA). The Agilent microarray technology used in this study is one of the most accurate, where the minimum detectable fold change (MDFC) is below 1.3 (Stafford 2008). The fold-change cutoff, in the range of 1.6–2.0, is often used in the analysis of microarray data (Morey et al. 2006; Munoz et al. 2012). This approach helped to avoid exclusion of particularly interesting genes, which may display slight expression changes associated with the performance of their important biological function, from further analyses (Lee 2001; Tarca et al. 2006). In addition, it has been dictated by the results obtained from the analysis of interactions between the analyzed genes carried in the Pathway Architect (Agilent, USA), which showed that genes with significant but low changes in expression can act as key genes in the myogenesis process. Moreover, genes with fold change equal or higher than 2 account for only 6 % of total genes with significant changes in expression after FDR correction. Genes with 1.6 fold change in expression accounted for 61 % of all genes with significant changes in expression.

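Stard4, which carries cholesterol between membranes, and Ndufa1, a subunit of respiratory complex I, were among the probes with a mean fold of at least 2 in the arrays, with log2 ratios of palmitate over control of -1.18 ± 0.70 (SD, n = 4 arrays) and -1.05 ± 0.53 (SD, n = 4). Both were named after their values were seen. They passed with the methods' limit on the coefficient of variation (adjusted p = 0.0252 and 0.0237 from limma) and without replicate 1 (0.00457 and 0.00335). Neither passed without replicate 2 (0.440 each), 3 (0.338 each) or 4 (0.308 each). The limit selects probes by their variation over the arrays that are tested, so it gives no independent support. Since no probe passed an adjusted p of 0.05 in limma, the share of changed probes with such a fold had no value. Of the 5283 probes with an unadjusted p under 0.05, 131 (2.48%) had a fold of at least 2 in either direction and 531 (10.1%) a fold of at least 1.6. Without replicate 1, 4352 probes passed the adjusted p, 430 (9.88%) of them with a fold of at least 2 and 1308 (30.1%) with a fold of at least 1.6. With the limit on the coefficient of variation, 4.55% of the probes past the adjusted p had a fold of at least 2 and 29.1% a fold of at least 1.6.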

## Results

### Myoblast characteristics under palmitate treatment

The presence of palmitate (0.1 mmol/l) significantly decreased the number of myoblast in proliferating cultures after the 48-h treatment (by 25.8 % in comparison to control value, *P* = 0.004, Fig. 1). This was confirmed by the results of the crystal violet test (drop by 37.4 % vs control value, *P* < 0.0001) and lower cell viability (drop by 33.1 % below control value in MTT assay, *P* < 0.0001).

**Fig. 1:**
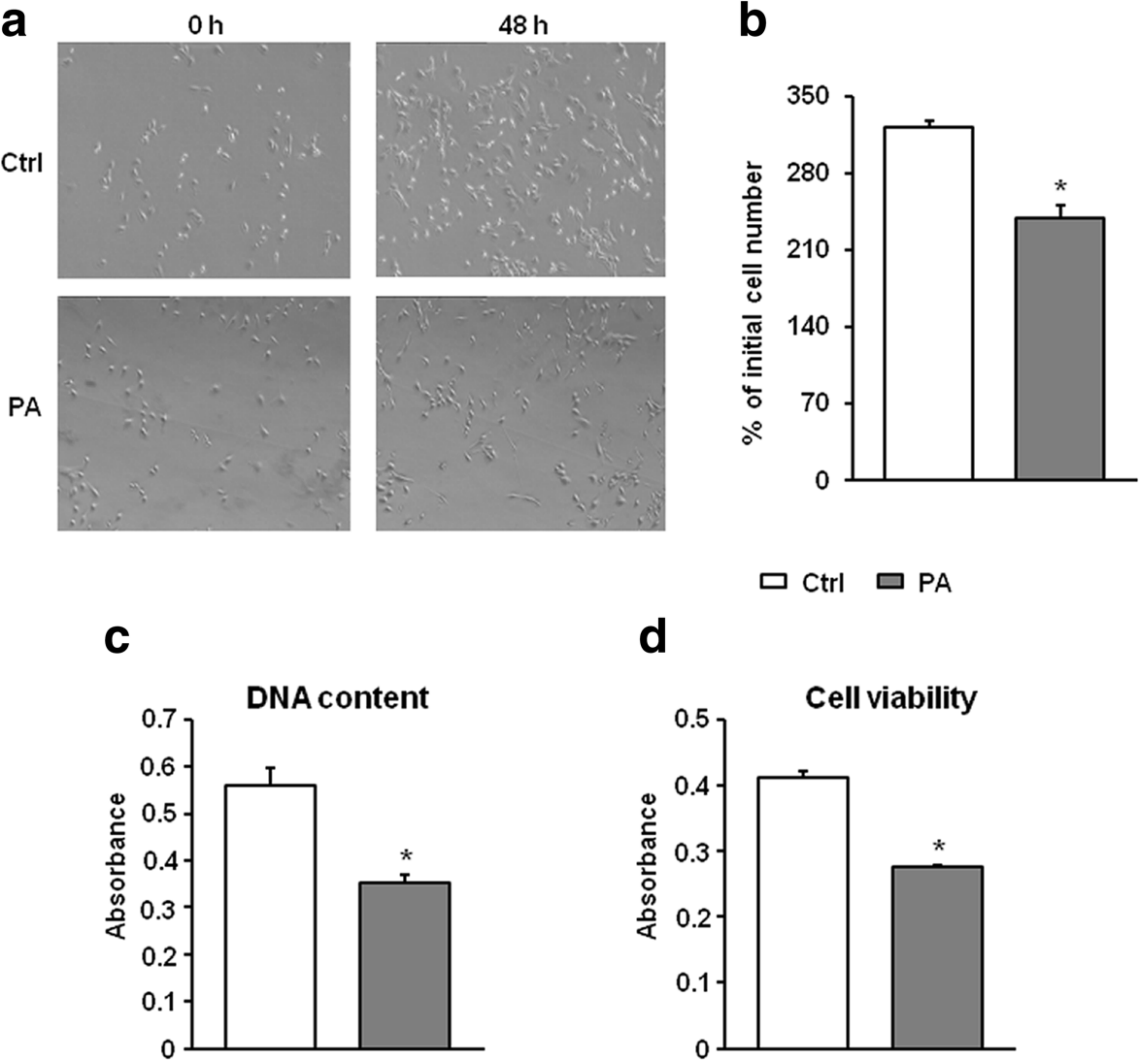
The characteristics of mouse C2C12 myoblasts used in the study. **a** The effect of 48-h palmitate supplementation on myoblast number. Representative phase-contrast images (magnification ×100) of control (*Ctrl*) and palmitate-treated (*PA*; 0.1 mmol/l) cultures. **b** The results of myoblast counting are shown as the percentage of the initial cell number, *n* = 3. **c** DNA content (crystal violet test) and **d** cell viability (MTT assay) of myoblasts exposed to palmitate for 48 h, *n* = 12. The results represent the mean ± SE, *Significantly different vs control value

### Microarray analysis

Fold-change analysis with the absolute cutoff criteria set at 1.6 followed by *t* test and Benjamini-Hochberg FDR correction was used to identify 3492 transcripts that were downregulated and 555 transcripts that were upregulated in palmitate-treated myoblasts. 

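RNA from 4 control and 4 palmitate-treated cultures of C2C12 myoblasts, a mouse satellite cell line, was measured on 4 two-colour Agilent arrays. Each array held 1 control culture labelled with cyanine-3 and 1 culture exposed to palmitate (0.1 mmol/l for 48 h) labelled with cyanine-5. The dyes were not exchanged on any array, so a dye effect on a probe and an effect of palmitate cannot be told apart. The sample labels give 10% serum for the control medium, while the paper gives 5% for both media. Each array had 44397 spots, of which 43020 were for 39429 distinct gene probes and the others were controls. Of these gene probes, 26055 were given a gene name through their RefSeq accession. The authors deposited the median spot signals (intensity), the processed signals of Agilent Feature Extraction 10.7.3.1 (background-subtracted and dye-normalized) and a table of log2 ratios, which equal the ratios of the processed signals to within 3e-06. From the median signals, the background was corrected by normexp with an offset of 50, the dyes were normalized by loess within each array, and the mean log2 ratio of palmitate over control was tested against 0 with limma and Benjamini-Hochberg adjustment. A probe was tested if it was well above background on all 4 arrays in at least 1 channel, which held for 24169 probes (61.3%). The share of probes well above background was 57.6 to 64.0% in the control channel and 61.9 to 70.7% in the palmitate channel, and the number of arrays limits the precision. Replicate 1 stood apart from the others: across the tested probes, which are not independent replicates, its log2 ratios had a correlation of -0.076 with the mean of replicates 2 to 4, while pairs of replicates 2 to 4 had correlations of 0.68 to 0.77.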

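Angptl4, an inhibitor of lipoprotein lipase, and Cpt1a, which brings fatty acids into mitochondria, had the lowest adjusted p of all tested probes (0.108 each from limma). Cpt1a had a log2 ratio of 1.27 ± 0.19 (SD, n = 4) and was higher with palmitate on 4 of 4 arrays. It was named after its values were seen. When the test was run on 1 probe per gene, an alternative chosen after seeing the data, both genes rose (adjusted p = 0.036 from limma). With the methods' limit of 50% on the coefficient of variation the adjusted p was 0.00359 for Angptl4 and 0.00457 for Cpt1a, and without replicate 1 it was 0.00128 and 0.00223. Neither gene passed without replicate 2 (0.440 each), 3 (0.338 each) or 4 (0.308 each). Of the 29 genes named as examples, 0 passed in these last settings. Over all tested probes, 0 were lower and 0 were higher in palmitate-treated myoblasts at an adjusted p of 0.05 and a fold of 1.6 in limma. At an unadjusted p under 0.05, 2682 probes were lower and 2601 higher, of which 324 and 207 had a fold of at least 1.6. The methods' t-test on the same values also gave 0 probes, with 1350 at an unadjusted p under 0.05 (adjusted p = 0.380 for Angptl4). This 0 depends on the processing. With each channel shifted to its 75th percentile, the same test gave 510 lower and 44 higher probes from raw signals. From processed signals it gave 1 lower and 6 higher. Without replicate 1, limma gave 753 lower and 555 higher probes, and with the limit on the coefficient of variation it gave 199 lower and 140 higher among 12725 probes. This limit keeps probes whose signals vary little over the same arrays that are tested. An adjusted p with it can be too low and is no independent support.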

A total of 4047 of these genes were annotated for *Mus musculus*.

### Validation of gene expression data by quantitative real-time PCR

To validate the microarray data, we randomly selected four genes significantly regulated by the presence of palmitate with an absolute fold change of at least 2.0 (Table 2). The real-time PCR analysis showed expression pattern changes that were similar to those observed in the microarray analysis, confirming the downregulation of *Arpc3* (actin-related protein 2/3 complex, subunit 3) and the upregulation of *Usp47* (ubiquitin-specific peptidase 47), *Tfpi* (tissue factor pathway inhibitor), and *Angtpl4* (angiopoietin-like 4).

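Angptl4 had a log2 ratio of 1.48 ± 0.24 (SD, n = 4), between 1.27 and 1.81 on the 4 arrays. Usp47, a deubiquitinating enzyme, had 0.75 ± 0.55 (SD, n = 4). Tfpi, an inhibitor of blood coagulation, had 0.18 ± 0.15 (SD, n = 4) for its brightest probe and 0.74 ± 0.40 (SD, n = 4) for its other probe. Arpc3, a subunit of the complex that branches actin filaments, had -0.32 ± 0.053 (SD, n = 4) for its brightest probe, while its other probes had 0.21 ± 0.20 (SD, n = 4) and -1.34 ± 0.90 (SD, n = 4), so the probes of this gene differ in sign. The reference gene Rpl13a had -0.017 ± 0.12 (SD, n = 4) for its brightest probe and 0.11 ± 0.15 (SD, n = 4) for its other probe. Gapdh had 0.0045 ± 0.29 (SD, n = 4) for its brightest probe, while the means of its other probes lay between -0.53 and -0.21. Actb had 0.74 ± 0.35 (SD, n = 4). None of the genes of Table 2 passed an adjusted p of 0.05 in limma: the adjusted p was 0.108 for Angptl4, 0.132 for Usp47, 0.296 for Tfpi and 0.123 for Arpc3 with the brightest probe of each. Each brightest probe kept its sign on all 4 arrays, for which the exact sign-flip test gives a two-sided p of 0.13, the smallest that 4 arrays allow. Without replicate 1, the adjusted p from limma was 0.00128 for Angptl4, 0.0111 for Usp47, 0.0435 for Arpc3 and 0.246 for Tfpi, whose other probe had 0.00712. The brightest probe of Arpc3 had a log2 ratio of 0.068 with the arrays centred on their medians in place of loess, and of 0.88 with no dye normalization, where the medians of all probes were 0.18 and 0.99, so it lay below the median in both. With the methods' limit on the coefficient of variation, Angptl4 passed (adjusted p = 0.00359). None of the genes of Table 2 passed without replicate 2, 3 or 4.

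**Figure D1:**
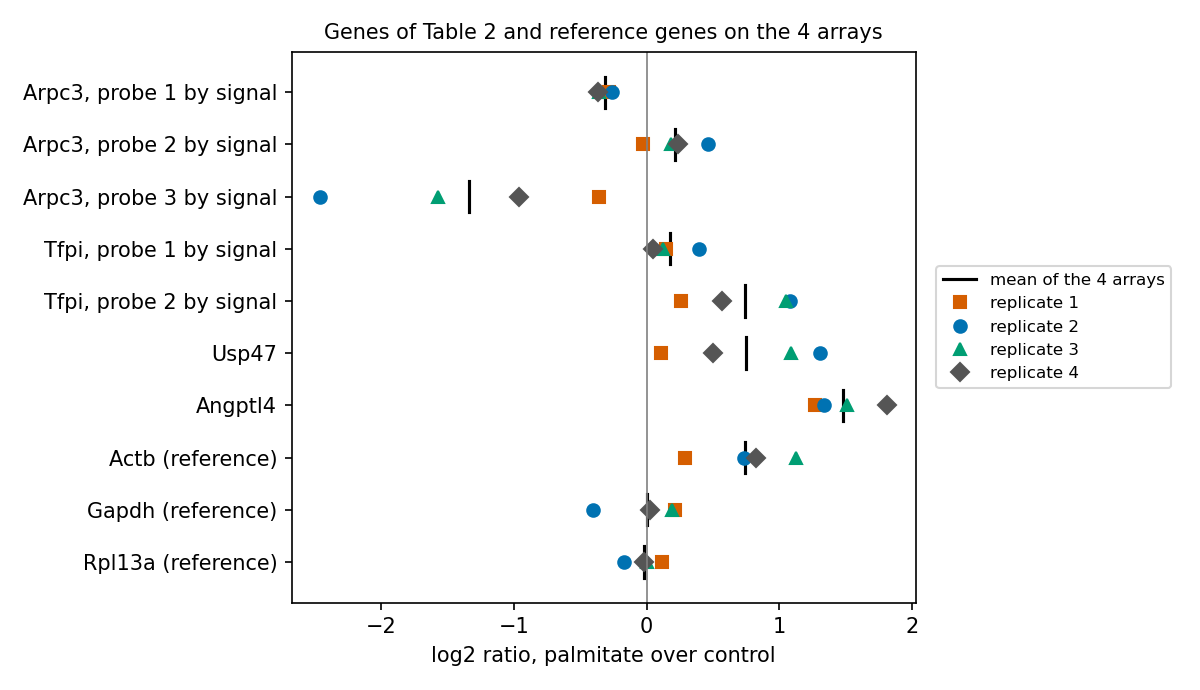
Log2 ratio of palmitate over control (x axis) of each probe of the genes of Table 2 and of the brightest probe of the reference genes (y axis) on the 4 arrays. Symbols are replicates and vertical bars are means. The 4 values of Angptl4 lie between 1.27 and 1.81, and the probes of Arpc3 lie on both sides of 0.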

**Table 2:** The expression of randomly selected genes assessed by microarray analysis and real-time qPCR in mouse C2C12 myoblasts treated for 48 h with palmitate (0.1 mmol/l)

Gene name	cDNA microarray	Real-time qPCR
*Arpc3*	−3.9	0.8 ± 0.09*
*Tfpi*	2.1	1.59 ± 0.20*
*Usp47*	2.0	1.26 ± 0.15*
*Angptl*4	2.8	1.93 ± 0.25*

The expression changes are shown as relative up- or downregulation normalized by the internal reference gene (*Rpl13a*). The data from three separate experiments were used to calculate the means ± SE

*Significantly different vs control value (*P* < 0.05)

In order to verify potential direct effects of palmitate on gene expression, the mRNA levels of these genes were measured at shorter time points (2, 6, 12, and 24 h, Table 3). The presence of palmitate caused an increase in *Angtpl4* mRNA within a few hours. The expressions of other genes were modified after either 12 (*Usp47*) or 24 h (*Arpc3* and *Tfpi*). Moreover, the effects of palmitate supplementation on *Tfpi* and *Usp47* after 24 (Table 3) and 48 h of treatment (Table 2) were opposite.

**Table 3:** The expression of randomly selected genes assessed by real-time qPCR in mouse C2C12 myoblasts treated for 2, 6, 12, and 24 h with palmitate (0.1 mmol/l)

Gene name	Time			
	2 h	6 h	12 h	24 h
*Arpc3*	0.96 ± 0.04	0.95 ± 0.11	0.91 ± 0.05	0.55 ± 0.02*
*Tfpi*	1.21 ± 0.26	0.83 ± 0.18	0.87 ± 0.05	0.65 ± 0.02*
*Usp47*	1.1 ± 0.24	0.81 ± 0.23	0.69 ± 0.07*	0.47 ± 0.03*
*Angptl4*	2.38 ± 0.05*	2.99 ± 0.21*	3.98 ± 0.25*	2.96 ± 0.12*

The expression changes are shown as relative up- or downregulation normalized by the internal reference gene (*Rpl13a*). The data from three separate experiments were used to calculate the means ± SE

*Significantly different vs control value at the same time point (*P* < 0.05)

### Gene ontology analysis

The gene ontology (GO) analysis assigns different genes to different GO categories. Table 4 shows the major GO biological processes and GO molecular function groups associated with differentially expressed genes in myoblasts exposed to palmitate. 

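Fst (follistatin), an antagonist of myostatin and activins, had a log2 ratio of -0.74 ± 0.25 (SD, n = 4) and was lower with palmitate on 4 of 4 arrays (adjusted p = 0.118 from limma). It belongs to a list of TGF-beta and BMP signalling fixed before the data were examined, from which it was chosen after its values were seen. It passed with the methods' limit on the coefficient of variation (adjusted p = 0.0237 from limma) and without replicate 1 (0.00753). It did not pass without replicate 2 (0.440), 3 (0.338) or 4 (0.308). Of the 48 tested genes of this list, 3 were higher and 5 lower when adjusted over the list alone, and none over all probes in limma. Of 50 tested genes of Ras, EGF, PDGF and FGF receptor signalling, 3 were higher and 3 lower when adjusted over the list alone. Of 37 genes of insulin and IGF signalling and 49 G-protein subunits and adenylyl cyclases, none was, with 11 of each list at an unadjusted p under 0.05. As sets, these lists were not past the threshold for a shift in 1 direction (camera with a preset correlation of 0.01). The adjusted p was 0.83 for TGF-beta and BMP signalling, 0.90 for receptor signalling, 0.93 for insulin and IGF signalling and 0.53 for G-protein subunits. Camera does not test for changes in both directions. The mixed test of fry, which does, gave an adjusted p of 0.025, 0.026, 0.060 and 0.037 in the same order. In it 24 of the 43 tested lists passed, so it sets few lists apart.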

The most significant pathway in which the genes regulated in the presence of palmitate were involved was the signal transduction. The treatment of myoblasts with palmitate modified the expression of 7–18 % of genes that play roles in several biological processes associated with muscle cell proliferation and growth. 

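Of 245 aminergic, peptide and lipid G-protein coupled receptors on the array, 114 had a probe well above background on all 4 arrays in at least 1 channel. Among them 5 were higher and 3 lower at an unadjusted p under 0.05 in limma, and none when adjusted over the list alone or over all probes. Of 1055 olfactory receptors, which belong to the same receptor class, 147 passed this filter. Among ligands, 19 of 42 interleukins, 18 of 37 chemokines, 12 of 22 fibroblast growth factors, 9 of 15 interferons and 4 of 16 tumour necrosis factor ligands passed it. When adjusted over the list alone, 1 interleukin and 1 chemokine were lower and none of the fibroblast growth factors or interferons was past the threshold. The set test (camera) gave an adjusted p of 0.42 for the G-protein coupled receptors, chemokines and fibroblast growth factors alike, 0.50 for interleukins and 0.45 for interferons. The olfactory receptors were higher as a set (adjusted p = 0.023), but not with an estimated correlation (0.72) or with no filter on dim probes (0.93). The direction turned in 2 alternatives. In camera the set passed as lower with median centring in place of loess (adjusted p = 2.0e-04) and with no dye normalization (1.4e-04). Tumour necrosis factor ligands were too few to test. Over the alternatives, the adjusted p of interleukins lay between 0.0488, with the arrays centred on their medians in place of loess, and 0.722.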

The addition of palmitate altered the expression of 10–24 % of genes associated with signal transducer activity, G-protein coupled receptor, cytokine and growth factor activity, and metallopeptidase function. Numerous identified genes were involved in the metabolic process, which was not unexpected, in view of the well-documented role of saturated fatty acids in skeletal muscle metabolism. 

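In camera with its preset correlation, genes of the response to fatty acids rose as a set in palmitate-treated myoblasts. Genes of cholesterol synthesis and of oxidative phosphorylation fell. None of these sets passed with an estimated correlation. The PPAR and fatty acid response list, 30 tested genes, had a median log2 ratio of 0.20 and an adjusted p of 9.2e-04 from camera (adjusted p = 0.72 with an estimated correlation). In it, 7 genes were higher and 1 lower when adjusted over the list alone. Acadl, an enzyme of fatty acid oxidation, had 0.87 ± 0.46 (SD, n = 4). The 25 genes of cholesterol synthesis and uptake had a median of -0.14 and an adjusted p of 0.0034 (adjusted p = 0.72 with an estimated correlation), with 10 genes lower and none higher when adjusted over the list alone. Idi1 and Msmo1, enzymes of the pathway, had log2 ratios of -0.73 ± 0.052 (SD, n = 4) and -0.70 ± 0.35 (SD, n = 4). The 42 genes of oxidative phosphorylation had a median of -0.21 and an adjusted p of 0.0034 (adjusted p = 0.72 with an estimated correlation), with 14 lower and 3 higher when adjusted over the list alone. Ndufc1, a subunit of complex I, and Cox6c, a subunit of cytochrome c oxidase, had -1.02 ± 0.73 (SD, n = 4) and -0.83 ± 0.33 (SD, n = 4). The median of the 42 genes of oxidative phosphorylation was -0.0070 on replicate 1, against -0.21 to -0.34 on replicates 2 to 4. The median log2 ratio of 3 ribosomal RNA probes was 1.01 on replicate 1, against -3.27 to -1.68 on the others. The genes named here were chosen after their values were seen, and none passed an adjusted p of 0.05 over all probes in limma. With the methods' limit on the coefficient of variation each of the 5 passed (adjusted p between 0.0237 and 0.0319), as each did without replicate 1 (0.00211 to 0.00577). None of the 5 passed without replicate 2, 3 or 4. Glycolysis (22 genes, adjusted p = 0.51 from camera) and fatty acid and triglyceride synthesis (27 genes, adjusted p = 0.93) were not past the threshold. With the arrays centred on their medians in place of loess, where the median of all probes lay at 0.18, the medians of cholesterol synthesis and oxidative phosphorylation were 0.11 and 0.15 and neither was past the threshold (adjusted p = 0.053 and 0.14). In fry, the adjusted p was 0.039 for cholesterol synthesis, 0.075 for the fatty acid response and 0.18 for oxidative phosphorylation.

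**Figure D2:**
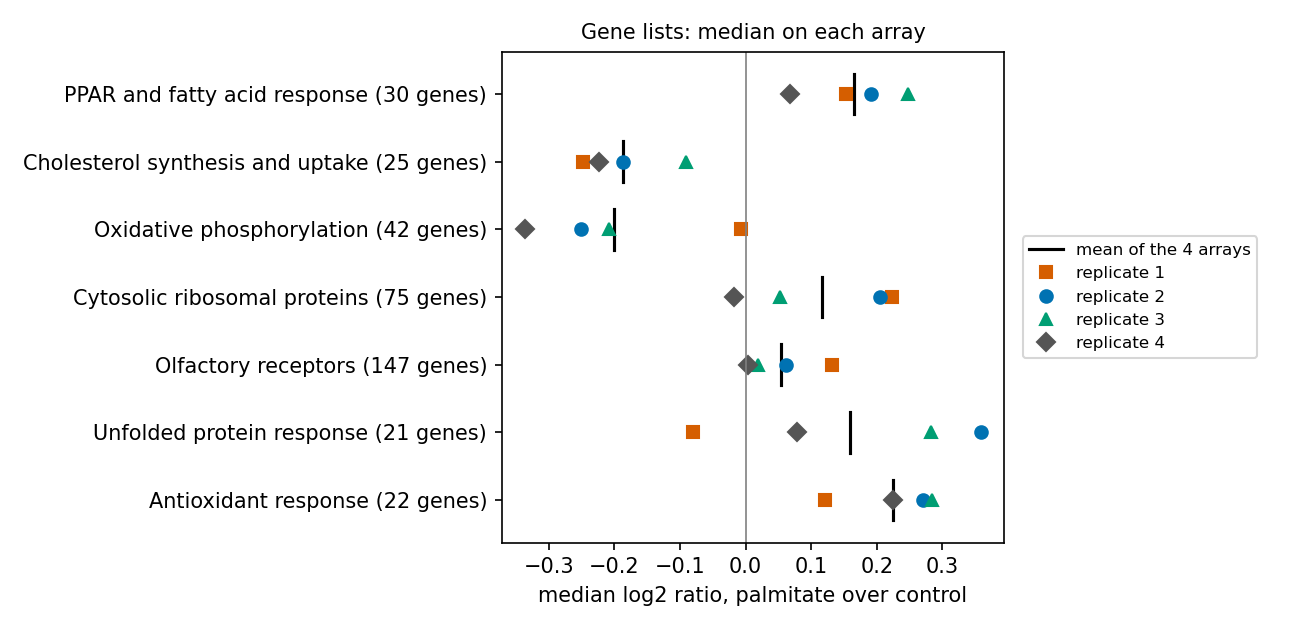
Median log2 ratio of palmitate over control (x axis) of the 7 gene lists past an adjusted p of 0.05 in camera with its preset correlation (y axis, number of tested genes in brackets). Symbols are the 4 arrays and vertical bars their means. Cholesterol synthesis lies below 0 on all 4 arrays.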

According to the Panther classification, apoptosis is beyond the “top list” of biological processes which are highly enriched in genes affected by addition of palmitate. In fact, we found “positive regulation of apoptosis,” with total entities amounting to 232, overlapping entities amounting to 21, and *P* = 0.035, indicating a rather minor role of this process in the control of myoblast number. 

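Bax, which promotes the release of cytochrome c, and Xiap, an inhibitor of caspases, were both lower with palmitate on 4 of 4 arrays, with log2 ratios of -0.59 ± 0.23 (SD, n = 4) and -0.58 ± 0.27 (SD, n = 4). They were named after their values were seen (adjusted p = 0.118 each from limma over all probes). With the methods' limit on the coefficient of variation the adjusted p was 0.0274 and 0.0310, and without replicate 1 it was 0.0235 and 0.00569. Neither gene passed without replicate 2, 3 or 4. Of 31 tested genes of apoptosis, a list fixed before the data were examined, 3 were higher and 6 lower when adjusted over the list alone. As a set, the list was not past the threshold (camera, adjusted p = 0.65). Of 40 genes of the cell cycle and DNA replication, 4 were higher and 5 lower at an unadjusted p under 0.05, and none when adjusted over the list alone (camera, adjusted p = 0.73). Of 20 inhibitors of the cell cycle and p53 targets, 1 was higher when adjusted over the list alone (camera, adjusted p = 0.92).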

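For pathways named in Fig. 2, 10 lists were fixed before the data were examined: chemokines, interleukins, Wnt, TGF-beta and BMP, Ras with the EGF, PDGF and FGF receptors, insulin and IGF, vascular growth factors and endothelin, integrins, cadherins and plasminogen activation. Of their 406 genes on the array, 282 were tested, and 157 of these (55.7%) had a mean log2 ratio below 0, against 49.8% of all tested genes. At an unadjusted p under 0.05 in limma, 41 were lower and 29 higher, and none passed an adjusted p of 0.05 over all probes. The adjusted p of the 10 lists in camera lay between 0.23 and 0.93. With the arrays centred on their medians in place of loess, the share below 0 was 27.3% in the lists and 23.8% in all genes, so it depends on the centring of the arrays.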

The Panther analysis of identified genes revealed that they were involved in numerous intracellular pathways associated with cytokine/chemokine and growth factors signaling and that the majority of these genes was downregulated through experimental treatment (Fig. 2).

**Table 4:** Gene ontology groups enriched in the differentially expressed genes in mouse C2C12 myoblasts exposed to palmitate (0.1 mmol/l) for 48 h

	Total entities	Overlap	Corrected *P* value
Biological processes			
Signal transduction, GO:0007165	3586	675	0.000017
Metabolic processes, GO:0008152	2421	184	0.000589
Cell differentiation, GO:0030154	735	84	0.000226
Cell adhesion, GO:0007155	686	71	0.000413
Proteolysis, GO:0006508	657	62	0.000597
Inflammatory response, GO:0006954	316	39	0.000492
Cell-cell signaling, GO:0007267	281	38	0.000380
Cellular Ca^2+^ homeostasis, GO:0006874	94	12	0.006141
Cell fate commitment, GO:0045165	70	11	0.000924
Myofibril assembly, GO:0030239	7	3	0.003370
Molecular functions			
Signal transducer activity, GO:0004871	1678	405	0.000031
G-prot.-coupled receptor activity, GO:0004930	1653	396	0.000046
Cytokine activity, GO:0005125	232	32	0.000156
Growth factor activity, GO:0008083	190	26	0.001322
Metallopeptidase activity, GO:0004222	142	21	0.001336

Biological process and molecular function groups from gene ontology were found using Pathway Studio 7.1 from Ariadne Genomics. The results (corrected *P* value cutoff ≤0.05) were sorted based on the number of genes involved in each group. The absolute fold-change cutoff was set at 1.6

**Fig. 2:**
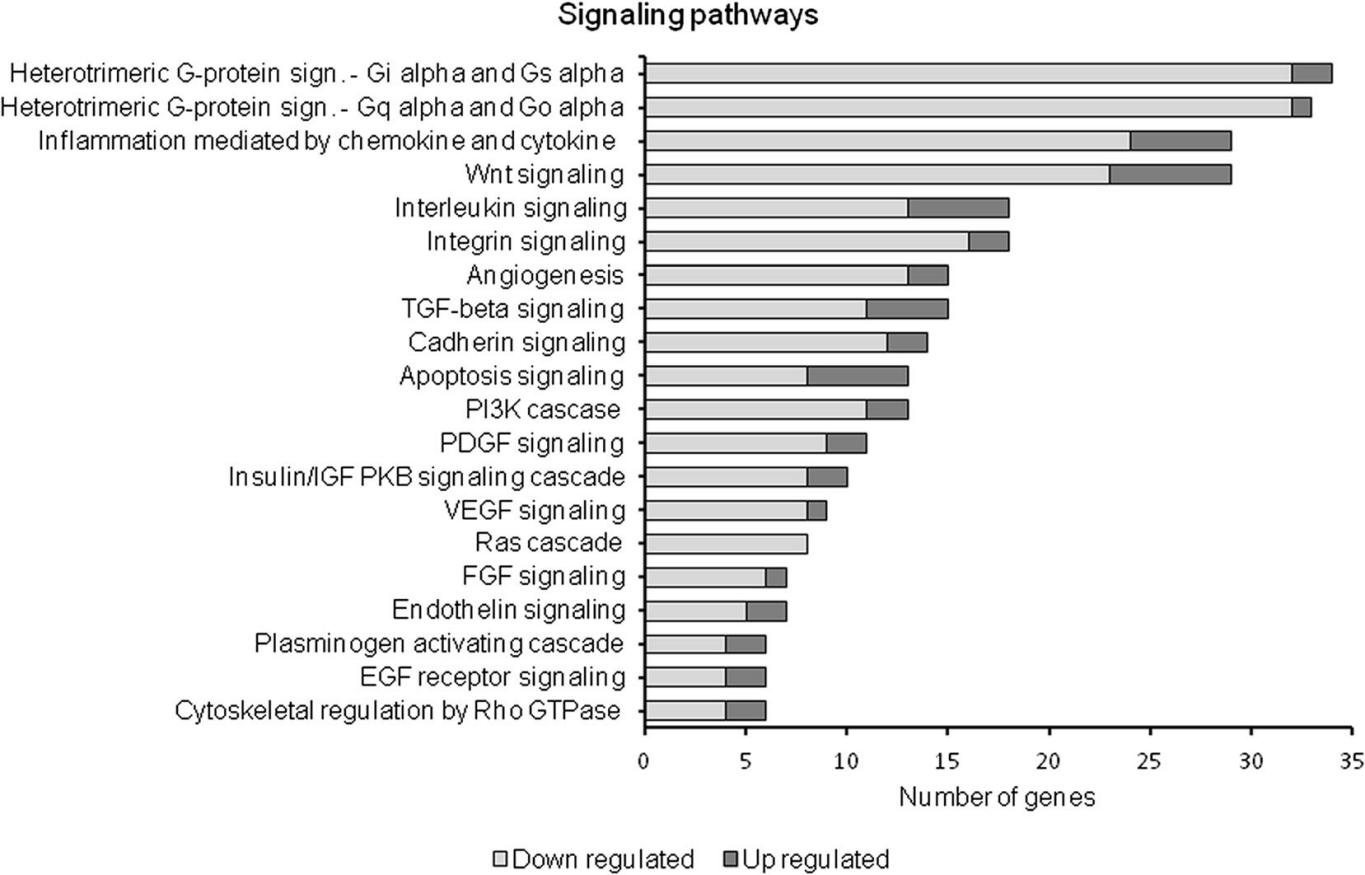
Signaling pathways enriched by differentially expressed genes in mouse C2C12 myoblasts exposed for 48 h to palmitate (PA, 0.1 mmol/l). The analysis was performed using the Panther classification system. The results were sorted by *P* value (cutoff ≤0.05) and absolute fold change (cutoff ≤1.6)

### Presence of palmitate affects the expression of genes associated with cell communication

The treatment of C2C12 myoblasts with palmitate resulted in the regulation of genes encoding cytokines (Table 5) and growth factors (Table 6). The majority of these genes were downregulated and were altered rather slightly (absolute fold-change values below 2.0) by palmitate supplementation. 

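Most of these cytokine and growth factor genes gave no signal above background in either culture. Of the 32 genes of Table 5, 23 had no probe well above background in either channel on any array, and 18 of the 26 genes of Table 6 had none. No fold is given for such genes. Inhbb, the beta B subunit of inhibin and activin, was well above background in every culture and had a log2 ratio of 0.60 ± 0.23 (SD, n = 4), higher on 4 of 4 arrays (adjusted p = 0.118 from limma). Rabep1, a protein of endosome fusion, had 0.38 ± 0.26 (SD, n = 4), and Tdgf1, a coreceptor of Nodal, had -0.041 ± 0.27 (SD, n = 4) for its brightest probe. The probe whose deposited ratio matches the listed fold of Tdgf1 is another one, not well above background in either channel on any array. A probe could be tested for 2 genes of Table 5 and 4 of Table 6. None passed an adjusted p of 0.05 in limma, and the unadjusted p was under 0.05 for 1 gene of Table 5 and 2 of Table 6. The study chose these genes on the same arrays, so they are not independent evidence. Without replicate 1, Inhbb passed (adjusted p = 0.0142 from limma), as it did with the methods' limit on the coefficient of variation (adjusted p = 0.0270). Inhbb did not pass without replicate 2, 3 or 4.

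**Figure D3:**
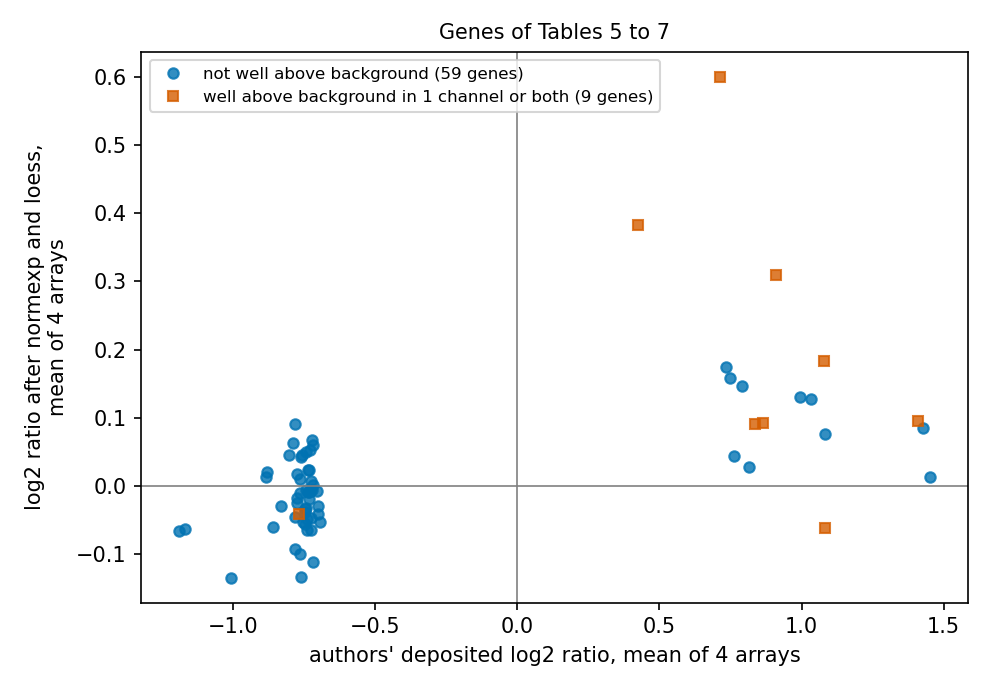
Log2 ratio of palmitate over control of the 68 genes of Tables 5 to 7 in the authors' deposited table (x axis) and after normexp and loess (y axis), each the mean of 4 arrays. Colours mark the 9 genes with a tested probe and the 59 without, of which 47 were well above background in neither channel on any array.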

Ten of the differentially expressed genes overlapped both GO categories. 

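In the tables, 11 genes are listed under both categories: Gdf2, Mstn, Il12b, Csf2, Cxcl3, Il9, Bmp5, Il12a, Inhbb, Osm and Bmp6. Osm, a cytokine of the interleukin 6 family, was well above background on 1 array in the control channel and on 3 arrays in the palmitate channel. Il12a, a subunit of interleukin 12, was above background on 1 array in each channel.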

Palmitate slightly but significantly downregulated 14 genes associated with metalloendopeptidase activity, whereas seven genes belonging to this group were upregulated (Table 7).

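Of the 21 genes of Table 7, 13 had no probe well above background in either channel on any array, all of them among the 14 genes listed as lower. A probe could be tested for 4 genes, all listed as higher. Mmp10, a stromelysin, had a log2 ratio of 0.31 ± 0.16 (SD, n = 4; adjusted p = 0.144 from limma), and Tll1, a tolloid-like peptidase, had -0.062 ± 0.18 (SD, n = 4) for its brightest probe. The probe of Tll1 whose deposited ratio matches the listed fold had 0.26 ± 0.29 (SD, n = 4; adjusted p = 0.275), with the control channel above background on 2 arrays, and the mean over both probes was 0.10. Adamtsl2 was above background on 4 arrays in the palmitate channel and 1 in the control channel, and Mep1a, a meprin, on 4 and none, so neither has an exact fold (adjusted p = 0.504 and 0.283 from limma). None of the 4 passed an adjusted p of 0.05 in limma, and 1 had an unadjusted p under 0.05. The study chose these genes on the same arrays, so they are not independent evidence. Mmp10 passed with each channel's processed signals shifted to their 75th percentile and the methods' t-test, while with the raw signals shifted in the same way its log2 ratio was -0.043 (adjusted p = 0.813).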

**Table 5:** Palmitate-regulated genes associated with cytokine activity (molecular function GO:0005125)

No.	Fold change	Gene ID	Description
Downregulated			
1.	−1.62	*IfnB1*	*Mus musculus* interferon beta 1, mRNA (NM_010510)
2.	−1.62	*CD40lg*	*M. musculus* CD40 ligand, mRNA (NM_011616)
3.	−1.64	*Gdf2*	*M. musculus* growth differentiation factor 2, mRNA (NM_019506)
4.	−1.65	*Il25*	*M. musculus* interleukin 25, mRNA (NM_080729)
5.	−1.65	*Pglyrp1*	*M. musculus* peptidoglycan recognition protein 1, mRNA (NM_009402)
6.	−1.66	*Mstn*	*M. musculus* myostatin, mRNA (NM_010834)
7.	−1.66	*Ccl22*	*M. musculus* chemokine (C-C motif) ligand 22, mRNA (NM_009137)
8.	−1.67	*Il12B*	*M. musculus* interleukin 12b, mRNA (NM_008352)
9.	−1.67	*Prl7d1*	*M. musculus* prolactin family 7, subfamily d, member 1, mRNA (NM_011120)
10.	−1.67	*Il23A*	*M. musculus* interleukin 23, alpha subunit p19, mRNA (NM_031252)
11.	−1.67	*Il1F8*	*M. musculus* interleukin 1 family, member 8, mRNA (NM_027163)
12.	−1.68	*Csf2*	*M. musculus* colony stimulating factor 2 (granulocyte-macrophage), mRNA (NM_009969)
13.	−1.68	*Cxcl3*	*M. musculus* chemokine (C-X-C motif) ligand 3, mRNA (NM_203320)
14.	−1.69	*Xcl1*	*M. musculus* chemokine (C motif) ligand 1, mRNA (NM_008510)
15.	−1.70	*Il22*	Synonym: *M. musculus* interleukin 10-related T cell-derived inducible factor beta, mRNA (NM_054079)
16.	−1.70	*Ccl26*	*M. musculus* chemokine (C-C motif) ligand 26, mRNA (NM_001013412)
17.	−1.70	*Il9*	*M. musculus* interleukin 9, mRNA (NM_008373)
18.	−1.70	*Il1f5*	*M. musculus* interleukin 1 family, member 5 (delta), transcript variant 1, mRNA (NM_001146087)
19.	−1.72	*IfnK*	*M. musculus* interferon kappa, mRNA (NM_199157)
20.	−1.72	*Tnfsf4*	*M. musculus* tumor necrosis factor (ligand) superfamily, member 4, mRNA (NM_009452)
21.	−1.74	*Ifna4*	*M. musculus* interferon alpha 4, mRNA (NM_010504)
22.	−1.78	*Bmp5*	*M. musculus* bone morphogenetic protein 5, mRNA (NM_007555)
23.	−2.01	*Il12a*	*M. musculus* interleukin 12a, transcript variant 1, mRNA (NM_001159424)
Upregulated			
24.	1.64	*InhbB*	*M. musculus* inhibin beta-B, mRNA (NM_008381)
25.	1.66	*Osm*	*M. musculus* oncostatin M, mRNA (NM_001013365)
26.	1.67	*Wnt2*	*M. musculus* wingless-related MMTV integration site 2, mRNA (NM_023653)
27.	1.76	*CD70*	*M. musculus* CD70 antigen, mRNA (NM_011617)
28.	1.99	*Tnfsf14*	*M. musculus* tumor necrosis factor (ligand) superfamily, member 14, mRNA (NM_019418)
29.	2.04	*Faslg*	*M. musculus* Fas ligand (TNF superfamily, member 6), transcript variant 1, mRNA (NM_010177)
30.	2.66	*Il17a*	*M. musculus* interleukin 17A, mRNA (NM_010552)
31.	2.69	*Bmp6*	*M. musculus* bone morphogenetic protein 6, mRNA (NM_007556)
32.	2.73	*LtB*	*M. musculus* lymphotoxin B, mRNA (NM_008518)

Mouse C2C12 myoblasts were exposed to palmitate (0.1 mmol/l) for 48 h. Data were analyzed using the Gene Spring software (Agilent, USA). The absolute fold-change cutoff was set at 1.6

*P* value ≤ 0.05

**Table 6:** Palmitate-regulated genes associated with growth factor activity (molecular function GO:0008083)

No.	Fold change	Gene ID	Description
Downregulated			
1.	−1.64	*Gdf2*	*Mus musculus* growth differentiation factor 2, mRNA (NM_019506)
2.	−1.65	*Fgf16*	*M. musculus* fibroblast growth factor 16, mRNA (NM_030614)
3.	−1.66	*Hdgfrp3*	Hepatoma-derived growth factor, related protein 3 (source: MGI Symbol; acc: MGI:1352760) (ENSMUST00000026094)
4.	−1.66	*Mstn*	*M. musculus* myostatin, mRNA (NM_010834)
5.	−1.66	*Fgf14*	*M. musculus* fibroblast growth factor 14, transcript variant 1, mRNA (NM_010201)
6.	−1.66	*Nrg3*	*M. musculus* neuregulin 3, transcript variant 1, mRNA (NM_008734)
7.	−1.67	*Il12B*	*M. musculus* interleukin 12b, mRNA (NM_008352)
8.	−1.68	*Csf2*	*M. musculus* colony stimulating factor 2 (granulocyte-macrophage), mRNA (NM_009969)
9.	−1.68	*Cxcl3*	*M. musculus* chemokine (C-X-C motif) ligand 3, mRNA (NM_203320)
10.	−1.68	*Fgf12*	*M. musculus* fibroblast growth factor 12, transcript variant 1, mRNA (NM_183064)
11.	−1.70	*Il9*	*M. musculus* interleukin 9, mRNA (NM_008373)
12.	−1.71	*Fgf3*	*M. musculus* fibroblast growth factor 3, mRNA (NM_008007)
13.	−1.71	*Tff1*	*M. musculus* trefoil factor 1, mRNA (NM_009362)
14.	−1.71	*Prom2*	*M. musculus* prominin 2, transcript variant 2, mRNA (NM_178047)
15.	−1.71	*Tdgf1*	*M. musculus* teratocarcinoma-derived growth factor 1, mRNA (NM_011562)
16.	−1.72	*Angptl3*	*M. musculus* angiopoietin-like 3, mRNA (NM_013913)
17.	−1.78	*Bmp5*	*M. musculus* bone morphogenetic protein 5, mRNA (NM_007555)
18.	−1.84	*Nrg4*	*M. musculus* neuregulin 4, mRNA (NM_032002)
19.	−2.01	*Il12a*	*M. musculus* interleukin 12a, transcript variant 1, mRNA (NM_001159424)
20.	−2.25	*Fgf4*	*M. musculus* fibroblast growth factor 4, mRNA (NM_010202)
*Upregulated*			
21.	1.63	*Rabep1*	Rabaptin, RAB GTPase binding effector protein 1 (source: MGI Symbol; acc: MGI:1860236) (ENSMUST00000100928)
22.	1.64	*InhbB*	*M. musculus* inhibin beta-B, mRNA (NM_008381)
23.	1.66	*Osm*	*M. musculus* oncostatin M, mRNA (NM_001013365)
24.	1.73	*Chia*	*M. musculus* chitinase, acidic, mRNA (NM_023186)
25.	1.81	*Fgf21*	*M. musculus* fibroblast growth factor 21, mRNA (NM_020013)
26.	2.69	*Bmp6*	*M. musculus* bone morphogenetic protein 6, mRNA (NM_007556)

Mouse C2C12 myoblasts were exposed to palmitate (0.1 mmol/l) for 48 h. Data were analyzed using the Gene Spring software (Agilent, USA). The absolute fold-change cutoff was set at 1.6

*P* value ≤ 0.05

**Table 7:** Palmitate-regulated genes associated with metalloendopeptidase activity (molecular function GO:0004222)

No.	Fold change	Gene ID	Description
Downregulated			
1.	−1.62	*Mmp8*	*Mus musculus* matrix metallopeptidase 8, mRNA (NM_008611)
2.	−1.63	*Mmp21*	*M. musculus* matrix metallopeptidase 21, mRNA (NM_152944)
3.	−1.65	*Adamts12*	*M. musculus* disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 12, mRNA (NM_175501)
4.	−1.65	*Adamts19*	*M. musculus* disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 19, mRNA (NM_175506)
5.	−1.66	*Fap*	*M. musculus* fibroblast activation protein, mRNA (NM_007986)
6.	−1.68	*Adam29*	*M. musculus* disintegrin and metallopeptidase domain 29, mRNA (NM_175939)
7.	−1.68	*Adamts3*	*M. musculus* disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 3, transcript variant 1, mRNA (NM_177872)
8.	−1.69	*Adam1b*	*M. musculus* disintegrin and metallopeptidase domain 1b, mRNA (NM_172125)
9.	−1.69	*Mmp9*	*M. musculus* matrix metallopeptidase 9, mRNA (NM_013599)
10.	−1.70	*Gm5347*	*M. musculus* predicted gene 5347, mRNA (NM_001079931)
11.	−1.70	*Adam28*	*M. musculus* 16-day embryo head cDNA, RIKEN full-length enriched library, clone: C130072N01, product: hypothetical protein, full insert sequence (AK081736)
12.	−1.73	*Gm5346*	*M. musculus* predicted gene 5346, mRNA (NM_001025240)
13.	−1.82	*Adamdec1*	*M. musculus* ADAM-like, decysin 1, mRNA (NM_021475)
14.	−1.84	*Mme*	*M. musculus* membrane metalloendopeptidase, mRNA (NM_008604)
Upregulated			
15.	1.68	*Mmp7*	*M. musculus* matrix metallopeptidase 7, mRNA (NM_010810)
16.	1.70	*Adamts18*	*M. musculus* disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 18, mRNA (NM_172466)
17.	1.79	*Adamtsl2*	*M. musculus* ADAMTS-like 2, mRNA (NM_029981)
18.	1.88	*Mmp10*	*M. musculus* matrix metallopeptidase 10, mRNA (NM_019471)
19.	2.11	*Mep1a*	*M. musculus* meprin 1 alpha, mRNA (NM_008585)
20.	2.12	*Adam2*	*M. musculus* disintegrin and metallopeptidase domain 2, mRNA (NM_009618)
21.	2.12	*Tll1*	*M. musculus* tolloid-like, mRNA (NM_009390)

Mouse C2C12 myoblasts were exposed to palmitate (0.1 mmol/l) for 48 h. Data were analyzed using the Gene Spring software (Agilent, USA). The absolute fold-change cutoff was set at 1.6

*P* value ≤ 0.05

## Discussion

The mechanisms controlling skeletal muscle mass and function as well as their potential modifications through humoral factors acting during development receive much attention. There are studies concerning the effect of different concentrations of fatty acids on the mechanisms controlling muscle cell growth and differentiation, and the reported data differ depending on experimental protocol. According to Lee et al. (2009), palmitate (0.1–10 μmol/l) had no effect on either proliferation or differentiation of C2C12 myoblasts during the 48-h exposure. At the beginning of our experiments, we used a higher concentration of palmitate, i.e., 0.5 mmol/l, which is known to cause insulin resistance in muscle cells (Alkhateeb et al. 2007; Coll et al. 2008; Bakhtiyari et al. 2010; Feng et al. 2012). However, this concentration appeared highly toxic for proliferating myoblasts (not shown); therefore, finally, we decided to treat cell cultures with fatty acid salt at concentration of 0.1 mmol/l.

In our recent study, palmitate was found to inhibit proliferation of myoblasts through a decrease in cyclin A and cyclin D1 levels and an increase in p21-cdk4 complex formation, however, it promoted cell cycle exit, myogenic differentiation, and myotube growth (Grabiec et al. 2015). On the other hand, fatty acid-induced stimulation of protein degradation via the ubiquitin-proteasome pathway and inhibition of protein synthesis through the increased phosphorylation of eukaryotic initiation factor 2 (eIF2) in skeletal muscle cells have already been described (Zhou et al. 2007). Such observations prompt the hypothesis that the effects of palmitate of skeletal myoblasts could be secondary, due to the modulation of cell response to environmental stimuli. According to our results, palmitate, a fatty acid present in blood plasma and in skeletal muscle tissue (Chavez and Summers 2003), appeared as a “pleiotropic” factor which affects expression of numerous genes important for cellular processes associated with muscle cell growth and metabolism. It should be noticed that palmitate-mediated modification of gene expression was rather slight, as the absolute fold-change values were usually below 2.0. However, the differences between control and palmitate-treated cells were observed at 48 h of exposition, and it is likely that this effect would become more evident in prolonged experiment.

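Of the 24169 tested probes, 162 (0.670%) had a mean fold of at least 2 in either direction and 631 (2.61%) a fold of at least 1.6. Rps21, a protein of the small ribosomal subunit, had a log2 ratio of -1.11 ± 0.55 (SD, n = 4), and Prdx1, a peroxidase, had 0.98 ± 0.43 (SD, n = 4). Both were named after their values were seen, and neither passed an adjusted p of 0.05 (0.118 each from limma). Both did with the methods' limit on the coefficient of variation (0.0237 each) and without replicate 1 (0.00117 and 0.00358). Neither did without replicate 2, 3 or 4.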

The addition of palmitate affects the expression of genes involved in signal transduction pathways of hormones, cytokines, and growth factors (Table 4). The most significant process enriched in the differentially expressed genes in C2C12 myoblasts treated with palmitate was the signal transduction. The majority of genes with expression altered by palmitate treatment display the functions of a signal transducer and G-protein coupled receptors (Table 4). Decreased expression of genes related to important signaling pathways can result in impaired responsiveness of palmitate-treated myogenic cells to hormones and growth factors. In fact, a high-fat diet or acute exposure to palmitate caused insulin resistance and the relevant mechanisms have already been described (Delarue and Magnan 2007; Alkhateeb et al. 2007). The microarray analysis in our study revealed the palmitate-exerted modification of signaling pathways important for mediating effects of hormones and growth factors (Fig. 2), as well as for inflammatory response (Table 4). This is in agreement with recent reports on increased protein tyrosine phosphatase-1B (Bakhtiyari et al. 2010), decreased phosphorylation of Akt (Feng et al. 2012), or activation of NF-κB (Zhang et al. 2010) in palmitate-treated myogenic cells.

Other biological processes which were significantly associated with genes modified in palmitate-treated myoblasts included cell adhesion, cell-cell signaling, and cellular Ca^2+^ homeostasis (Table 4). 

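Of 30 tested genes of calcium homeostasis, a list fixed before the data were examined, 1 was higher and 1 lower when adjusted over the list alone, and 3 were higher and 2 lower at an unadjusted p under 0.05 in limma. Of 45 genes of the extracellular matrix, 2 were higher and 1 lower when adjusted over the list alone. Neither list was past the threshold as a set (camera, adjusted p = 0.93 and 0.83).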

Cell-matrix and cell-cell adhesions are essential for most cell types during development and normal cell function, as they regulate cell polarity, migration, and differentiation (Krauss et al. 2005; Lei et al. 2013). 

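Myh9, the heavy chain of nonmuscle myosin, had a log2 ratio of 0.89 ± 0.45 (SD, n = 4), and Wasf2, which activates the Arp2/3 complex, had -0.89 ± 0.77 (SD, n = 4). Both kept their sign on 4 of 4 arrays and were named after their values were seen, and neither passed over all probes (adjusted p = 0.118 and 0.154 from limma). With the methods' limit on the coefficient of variation the adjusted p was 0.0240 and 0.0471, and without replicate 1 it was 0.00235 and 0.0178. Neither gene passed without replicate 2, 3 or 4. Among 16 integrins, 27 integrin adaptors, 21 cadherins and catenins and 8 genes of plasminogen activation, none was past the threshold when adjusted over the list alone. The adjusted p of the sets in camera was 0.55 for integrin adaptors, 0.93 for integrins, 0.23 for cadherins and 0.90 for plasminogen activation.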

Genes altered in the presence of palmitate were associated with integrin, cadherin signaling, plasminogen activation, and cytoskeletal regulation (Fig. 2). Calcium homeostasis appeared to be important in the maintenance of mechanisms promoting the expression of muscle-specific proteins and myoblast fusion (Mancinelli et al. 2012). Another pathway enriched by differentially expressed genes in palmitate-treated myoblasts is Wnt signaling, which is important for early development and commitment of myogenic cells (Otto et al. 2008). Palmitate supplementation downregulated the majority of genes associated with the Wnt pathway (Fig. 2) and is in agreement with the idea presented by Du et al. (2010) concerning the inhibitory effect of maternal obesity on Wnt/beta-catenin signaling, leading to impairment of fetal myogenesis.

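Wnt10a, a Wnt ligand, and Lrp6, a Wnt coreceptor, were lower with palmitate on 4 of 4 arrays, with log2 ratios of -0.69 ± 0.33 (SD, n = 4) and -0.61 ± 0.19 (SD, n = 4). They were named after their values were seen (adjusted p = 0.118 each from limma). With the methods' limit on the coefficient of variation the adjusted p was 0.0269 and 0.0258, and without replicate 1 it was 0.00733 and 0.00760. Neither gene passed without replicate 2, 3 or 4. Of 61 genes of Wnt signalling on the array, 46 were tested, and of these 26 had a mean log2 ratio below 0 and 20 above 0. When adjusted over the list alone, 2 were lower and none higher, and the set was not past the threshold (camera, adjusted p = 0.55). Wnt2 had no signal well above background in either channel on any array.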

The addition of palmitate modifies the expression of genes encoding cytokines, growth factors, and genes related to extracellular matrix. These results raise the possibility that modification of myoblast secretome, that is, cytokine/growth factor release, by palmitate could serve as a mechanism of impact on myoblast growth. It is partially supported by the present results of selected genes’ expression of short-time vs 48-h treatment with palmitate. Only the *Angtpl4* mRNA levels were increased by palmitate within a few hours (Table 3). The inhibitory effect on *Arpc3* appeared after the 24-h exposure; moreover, the effects of fatty acid supplementation on *Tfpi* and *Usp47* after 24 (Table 3) and 48 h of treatment (Table 2) were opposite. This suggests that the effects of palmitate treatment observed after 48 h may be mainly due or may be superposed by the effects resulting from autocrine stimulation of cytokines/growth factors released by the myoblasts.

We showed a decrease in the expression of genes associated with cytokine and growth factor activity (Tables 5 and 6). This finding confirms the ability of myogenic cells to express bioactive factors, such as interleukins (Pedersen and Febbraio 2008), chemokines (Griffin et al. 2010; Ge et al. 2013; Grzelkowska-Kowalczyk et al. 2015), fibroblast growth factors (Hojman et al. 2009) and ADAMTS-like proteins (Koo et al. 2007), plasminogen activator (Francis et al. 2014), and proteoglycans (Li and Velleman 2009), involved in the regulation of muscle development and vascularization (Novak et al. 2011). It is in agreement with other recent observations reporting that saturated fatty acids are able to induce proinflammatory cytokine production (Miao et al. 2015a), through the activation of transcription factors, such as nuclear factor NF-κB, forkhead box-containing protein FOXO-1, or hypoxia-inducible factor HIF-1α (Lee et al. 2014; Miao et al. 2015b). Interestingly, high-fat diet-induced release of inflammatory cytokines can be modulated by polyunsaturated fatty acid supplementation; nevertheless, the exact roles of n3 and n6 fatty acids are not clear (Sundaram et al. 2015). Such results, once again, support the indirect mechanisms of fatty acid action. The presence of palmitate affected genes encoding cytokines and chemokines which have already been investigated in myoblasts (Griffin et al. 2010), such as Bmp6, Csf2, Xcl1, Inhbb, and Tnfsf14 (Tables 5 and 6). Moreover, in palmitate-treated myoblasts, we found modification of numerous genes encoding cytokines and chemokines, which, to our knowledge, had not been previously known to be expressed by skeletal muscle cells, i.e., Ccl22, Ccl28, Cxcl3, IL-12a, IL-12b, IL-17a, IL-22, IL-23a, and IL-25 (Table 5). 

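Of Bmp6, Csf2, Xcl1, Inhbb and Tnfsf14, only Inhbb could be tested. Bmp6, a bone morphogenetic protein, was well above background on 3 arrays and Tnfsf14, a ligand of the tumour necrosis factor family, on 2 arrays, in the palmitate channel only. Csf2 and Xcl1 were not above background in either channel on any array, and no fold is given for these 4 genes.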

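Il17a, an interleukin of T helper cells, was well above background on 4 arrays in the palmitate channel and on 1 in the control channel, and did not pass (adjusted p = 0.543 from limma). Its log2 ratio after normexp and loess, 0.095 ± 0.13 (SD, n = 4), is drawn toward 0 by a control signal near background and gives no exact fold. The probes of Ccl22, Cxcl3, Il12b, Il22, Il23a and Il25 were not well above background in either channel on any array, nor was that of Ccl28. Table 5 lists Ccl26, for which the same held. With Agilent's processed signals in place of normexp and loess, the log2 ratio of Il17a was 1.41, and with the raw signals of each channel shifted to their 75th percentile it was -0.76.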

The exact roles of these factors in muscle cell growth and differentiation require further research.

Some of the experimentally modified genes seem to be particularly interesting, since they are known regulators of myoblast proliferation and differentiation. Neuregulins have been described as myokines that exert relevant effects on myogenesis and the regulation of muscle metabolism (Gumà et al. 2010; Juretić et al. 2012). Oncostatin M (OSM), an IL-6 family cytokine, inhibits proliferation of myoblasts by cyclin D1 protein reduction (Kim et al. 2008) and inhibits myoblast differentiation via downregulation of MyoD and MEF2 transcription activity and stimulation of Id1 and Id2 proteins (Xiao et al. 2011). 

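The probe of Mstn (myostatin) was not well above background in either channel on any of the 4 arrays, so no fold is given for it.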

Interestingly, the presence of palmitate slightly downregulated myostatin, a negative factor for muscle cell growth and differentiation, and upregulated genes encoding health benefit myokines (Table 6). The protein products of *Fgf21* and *Chia* counteract cytokine-mediated inflammation and insulin resistance in skeletal muscle (Lee et al. 2012; Görgens et al. 2014). 

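Fgf21, a hormone of fasting metabolism, was well above background on 4 arrays in the palmitate channel and on 1 in the control channel. It did not pass (adjusted p = 0.526 from limma). Its log2 ratio, 0.092 ± 0.094 (SD, n = 4), gives no exact fold against a control near background, and it was 0.87 with Agilent's processed signals and -0.55 with the raw signals of each channel shifted to their 75th percentile. Chia1, which encodes acidic chitinase, was well above background on 3 arrays in the palmitate channel and on none in the control channel, so it was not tested.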

In our study, exposure to palmitate upregulated the expression of genes encoding these factors (Table 6), suggesting the complex alteration of myoblast microenvironment. Recently, Yang et al. (2013) found a negative effect of high palmitate (0.2–0.6 mmol/l) on C2C12 myotubes, manifested by a drop in expression of the health benefit myokines (FGF21, FnDC5, CTRP15). This apparent discrepancy with our results indicates that the effects of palmitate on myogenic cell secretome could be dose dependent. Alternatively, these differential effects could result from different susceptibility of myotubes and myoblasts to palmitate, or could indicate indirect effects, which appear during 48 h of treatment.

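Adamts1, a peptidase of the extracellular matrix that is not in Table 7, had a log2 ratio of -0.63 ± 0.083 (SD, n = 4) and was lower with palmitate on 4 of 4 arrays (adjusted p = 0.118 from limma). Of 57 ADAM and ADAMTS peptidases on the array, 31 were tested, and Adamts1 was the only one past the threshold when adjusted over the list alone. Of 22 matrix metallopeptidases, 9 were tested. Mmp14, a membrane-bound collagenase, and Mmp23 had -0.61 ± 0.43 (SD, n = 4) and -0.31 ± 0.15 (SD, n = 4), lower when adjusted over the list alone, and Mmp10 was higher. Adamts1 passed over all probes with the methods' limit on the coefficient of variation (adjusted p = 0.0237) and without replicate 1 (0.00756), and Mmp14 and Mmp23 without replicate 1 (0.0478 and 0.0439). None of these genes passed without replicate 2, 3 or 4. As sets, neither list of peptidases was past the threshold (camera, adjusted p = 0.42 and 0.51). The genes not listed in the table were named after their values were seen. The ADAM and ADAMTS set passed with the arrays centred on their medians in place of loess (adjusted p = 0.0195) and with no dye normalization (adjusted p = 0.0274). Its highest value over the alternatives was 0.722.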

Another group enriched with genes modified by palmitate supplementation was associated with metalloendopeptidase activity (Table 7). We found several genes encoding ADAM, ADAMTS, and ADAMTS-like proteins, which were already described in differentiating C2C12 myocytes (Henningsen et al. 2010). Among the metallopeptidases, downregulated by palmitate in myoblasts was fibroblast activation protein (Fab), an integral membrane serine peptidase. 

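The probe of Fap was not well above background in either channel on any of the 4 arrays, so no fold is given for it.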

The role of Fab in myogenic cells is unknown; however, this protein is crucial for tumor invasion and metastasis (Ding et al. 2014). It therefore cannot be excluded that the decreased expression of Fab in myoblasts affects cell abilities of matrix adhesion and migration and, in turn, cellular growth.

In conclusion, the results of our study indicate that addition of palmitate, whether acting directly or indirectly, can modify expression of genes associated with (1) myoblast responsiveness to hormones and growth factors, (2) cytokine and growth factor expression, and (3) regulation of cell-cell cell-matrix communication. Such alterations can affect myoblast growth and differentiation; however, further studies in this field are required.

## Abbreviations

Ccl: Chemokine C-C motif
CxCl: Chemokine C-X-C motif
CV: Crystal violet
DMEM: Dulbecco’s modified Eagle’s medium
DMSO: Dimethylsulfoxide
FBS: Fetal bovine serum
FFA: Free fatty acid
GO: Gene ontology
IL: Interleukin
MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium
NF-κB: Nuclear factor κB
PA: Palmitate
qPCR: Quantitative polymerase chain reaction
Wnt: Wingless-Int

How the deposited data were processed for this re-analysis (not part of the article)

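Each of 4 two-colour Agilent 4x44K arrays compared 1 control culture (cyanine-3) with 1 culture exposed to palmitate (cyanine-5, 0.1 mmol/l, 48 h) of C2C12 myoblasts, so the pairing of cultures follows the array. The dye orientation was the same on every array, and treatment cannot be separated from dye.

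The authors labelled 1000 ng of total RNA and read the slides with Agilent Feature Extraction 10.7.3.1. The median spot and background signals deposited by the authors are intensity values without correction. The files hold no mean signals, so median signals stand where mean signals had been planned. The processed signals deposited by the authors are intensity values after background subtraction and dye normalization. The ratio column deposited by the authors is on a log10 scale. The table of 39485 probes deposited by the authors holds log2 ratios of palmitate over control, and this scale and direction were tested against the processed signals.

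Background was corrected by normexp (offset 50) and dyes were normalized by loess in limma 3.58.1 (R 4.3.3, statmod 1.5.0). Spots of a probe were averaged. A probe was kept if well above background on all 4 arrays in at least 1 channel, which held for 24169 of 39429 probes. Mean log2 ratios were tested against 0 with limma's moderated t-test and Benjamini-Hochberg adjustment, at an adjusted p of 0.05 and a fold of 1.6. Exact sign-flip tests over 4 arrays reach a two-sided p of 0.125 at the lowest. Probes were named through their RefSeq accessions, which gave names to 26055 probes and left 13374 without. A gene is represented by its brightest probe.

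Gene lists (45, of which 43 had at least 5 tested genes) were written before the data were examined and tested among 13666 genes with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Counts adjusted over a list alone use the members of that list. The results of 1 tested list are left out of the text.

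The genes named were set by a rule: every gene the paper names in Table 2, its results and its discussion, whose published values had been seen; the 12 highest and 12 lowest genes past the test, which were none; up to 4 members past the test per list, which were none; and Rpl13a, Actb and Gapdh. All other genes were chosen after their values were seen.

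The alternatives changed the background correction, the dye normalization, the filters, the test, the source of the values, the pairing, the variance model, the choice of probe, the set test and the replicates, 1 at a time or as the methods can be read. With the pairing left out (no replicate block), 15 probes were lower and 16 higher in limma. The methods' t-test, also unpaired, gave 0, so the pairing alone does not set this count.

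The pipeline was tested on simulated data with 24055 probes: of 100 probes changed by a log2 of 1, 78% were recovered, and of 100 changed by 2, 98%. In it 8 unchanged probes were called, and 0 unshifted lists. These shares cannot be read as the power on the real arrays, where replicate 1 stood apart. There 131 probes had a fold of at least 2 and an unadjusted p under 0.05, and 0 passed the adjusted p. Without replicate 1, 430 probes with such a fold passed. The share of probes well above background, 57.6 to 70.7% over arrays and channels, limits the precision. The PCR measurements of the paper are not among the deposited data and were left out.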

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

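The tests of the ratios deposited for spots not above background and the 3 tests of replicate 1 were chosen after the results were seen. The paper reports no test of the gene lists below as sets. Each passed an adjusted p of 0.05 in camera with its preset correlation, and none did with an estimated correlation (adjusted p = 0.72 each).

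The fatty acid response was the list with the lowest adjusted p: PPAR and fatty acid response had a median log2 ratio of 0.20 (30 genes, 0.068 to 0.25 on the 4 arrays). Cholesterol synthesis and uptake had -0.14 (25 genes, below 0 on 4 of 4 arrays) and Oxidative phosphorylation -0.21 (42 genes, below 0 on 4 of 4 arrays). Antioxidant response had 0.22 (22 genes, above 0 on 4 of 4 arrays) and Unfolded protein response 0.22 (21 genes, above 0 on 3 of 4 arrays and -0.081 on replicate 1). Cytosolic ribosomal proteins had 0.088 (75 genes, above 0 on 3 of 4 arrays) and Olfactory receptors 0.063 (147 genes, above 0 on 4 of 4 arrays). With an estimated correlation, each of the 7 lists had an adjusted p of 0.72, and fry gave an adjusted p under 0.05 for cholesterol synthesis and the antioxidant response. Without replicate 1, the antioxidant response had an adjusted p of 0.297, and the olfactory receptors and ribosomal proteins 0.535 each. Without replicates 2, 3 and 4, the unfolded protein response had 0.058, 0.131 and 0.075, and without replicates 3 and 4 the antioxidant response had 0.055 and 0.075. With no filter on dim probes, the olfactory receptors had a median of -0.0056 (adjusted p = 0.93), and the filter keeps probes above background in either channel, of which the palmitate channel had more. The olfactory receptors passed as lower in camera with median centring in place of loess (adjusted p = 2.0e-04) and with no dye normalization (1.4e-04). Of 53 values tested for an array far from the other 3, 0 had one.

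In Tables 5 to 7, 49 of 68 genes are listed as lower, most with similar folds. A signal near background together with an offset between the dyes was tested first: 69.1% of the 68 genes had no probe well above background in either channel on any array, and the negative control spots had a median uncorrected log2 ratio of -0.33, both as this explanation needs. Floor values for spots not above background were tested next: the genes listed as lower had a median deposited log2 ratio of -0.75, and 3403 other probes significant in neither channel on any array had -0.72. Of the 49 genes, 35 had a matched probe of this kind. The other 14 had a significant spot on at least 1 array, so floor values do not account for every spot of these. A response of these genes to palmitate cannot be told apart from none here: after loess their median log2 ratio was -0.017, but 93.9% of them had no probe well above background, where a ratio is drawn to 0 whatever the response. The bound set for this test before the data were examined was wrong for that reason.

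The count of 0 changed probes was set against other orientations of the arrays. The 4 arrays allow 8 sign flips, too few for a share under 0.05. The real orientation gave 0 probes and the highest of the others, with replicates 2 to 4 turned against replicate 1, gave 37. That flip restates the low correlation of replicate 1 with the others, a structure of the samples.

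Across all tested probes, replicate 1 lacks the ratios that replicates 2 to 4 share, while Angptl4, Cpt1a and the medians of PPAR and fatty acid response (0.15) and Cholesterol synthesis and uptake (-0.25) on replicate 1 have the sign of the others. A control culture in place of the palmitate culture is argued against by Angptl4 and Cpt1a, with log2 ratios of 1.27 and 1.35 on replicate 1. A dye bias of single probes stays open, since the correlation of replicate 1 with the mean of replicates 2 to 4 (-0.076) is the pattern itself. Against it as the whole cause, different probes of 1 gene had correlated ratios over 3014 genes (0.408 on replicate 1 and 0.336 for the mean of replicates 2 to 4), but probes of a gene that overlap in sequence were not separated. A difference in content or quality between the RNA of the cultures stays open: the median log2 ratio of 3 ribosomal RNA probes was 1.01 on replicate 1 and at most -1.68 on the others, the spike-in controls had a median log2 ratio of 1.10 on replicate 1 and 0.091, -0.40 and -0.64 on the others, and with 1 array against 3 the smallest exact p is 0.25. A biological difference between the cultures of replicate 1 and the others was not tested and stays open.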

How the results depend on the processing

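The tests with deposited ratios without the filter, arrays weighted by their agreement, signals at their 75th percentile without the filter, and 1 probe per gene were chosen after seeing the data, and the other alternatives were set before. In limma, 0 probes were lower and 0 higher (5283 at an unadjusted p under 0.05), 0 of the genes of Tables 5 to 7 passed, the median log2 ratio of the genes listed as lower there was -0.017, and camera gave 5 lists higher and 2 lower. The probe counts stayed at 0 with no background correction, median centring, no filter, the strict filter, the methods' t-test and an intensity trend. Where a value changed, the cause was not tested.

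With no background correction, the median of the genes listed as lower was -0.0025 and 2 lists were higher. With Agilent's processed signals, 13 probes were higher, the median of the genes listed as lower was -0.74 and 2 lists were higher. There the sign or direction turned for Cytosolic ribosomal proteins (-0.012). With the arrays centred on their medians and no loess, the median of the genes listed as lower was -0.33 and 4 lists were lower. There the sign or direction turned for Arpc3 (0.068), Il17a (-0.18), Tdgf1 (0.26), Adamtsl2 (-0.055) and Olfactory receptors (0.025). The median of all probes was 0.18 there, and Olfactory receptors passed as lower (adjusted p = 2.0e-04 from camera). With the methods' filter on the coefficient of variation, 199 probes were lower and 140 higher. The filter selects on the variation over the tested arrays, so these counts are no independent support. With raw signals shifted to their 75th percentile and the methods' t-test, 510 probes were lower and 44 higher and the median of the genes listed as lower was -1.29. There the sign or direction turned for Il17a (-0.76), Tdgf1 (0.040), Fgf21 (-0.55), Adamtsl2 (-0.73), Mmp10 (-0.043) and Mep1a (-0.59). With processed signals shifted to their 75th percentile and the methods' t-test, 1 probe was lower and 6 higher, 1 of the genes of Tables 5 to 7 passed and the median of the genes listed as lower was -0.73. With the ratios deposited by the authors, 13 probes were higher and the median of the genes listed as lower was -0.74. With the mean over a gene's probes, the sign turned for Tll1 (0.10). With no filter on dim probes, 3 lists were higher. With an estimated correlation in camera, 0 lists were higher and 0 lists were lower. With fry, 1 list was higher and 1 list was lower. Unfolded protein response and Antioxidant response were not past the threshold with no background correction (adjusted p = 0.120 each), nor with processed signals (0.132 each), nor was Cytosolic ribosomal proteins (0.144 and 0.999). With the mean over the probes of a gene, Antioxidant response was not past it (0.0526). With median centring, Cholesterol synthesis and uptake (0.0533) and Oxidative phosphorylation (0.136) were not. With no filter, Olfactory receptors (median -0.0056, adjusted p = 0.93) and Unfolded protein response (adjusted p = 0.061) were not past the threshold.

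The next alternatives leave the difference between the dyes in the ratios, and the median of all tested probes was 0.99 with no dye normalization and 0.84 with raw signals. With no dye normalization, Cholesterol synthesis and uptake (adjusted p = 0.0699) and Oxidative phosphorylation (0.171) were not past the threshold. In the same setting, Olfactory receptors passed as lower (adjusted p = 1.4e-04 from camera). With no dye normalization, 26 probes were lower and 20322 higher, 8 of the genes of Tables 5 to 7 passed and the median of the genes listed as lower was 0.48. There the sign or direction turned for Arpc3 (0.88), Tdgf1 (1.07), Tll1 (0.77), Mt2 (0.22), Idi1 (0.41), Msmo1 (0.46), Rps21 (0.13), Rps19 (0.23), Rpl36a (0.45), Ndufa1 (0.13), Ndufc1 (0.12), Cox6c (0.38), Syvn1 (0.56), Herpud1 (0.70), Wasf2 (0.26), Adamts1 (0.48), Bax (0.54), Xiap (0.52), Mmp14 (0.47), Mmp23 (0.72), Fst (0.36), Wnt10a (0.43), Lrp6 (0.49) and Olfactory receptors (0.84). With raw signals, no normalization and the methods' t-test, 10700 probes were higher, 5 of the genes of Tables 5 to 7 passed and the median of the genes listed as lower was -0.28. There the sign or direction turned for Arpc3 (0.87), Tdgf1 (1.05), Tll1 (0.34), Mt2 (0.21), Idi1 (0.39), Msmo1 (0.45), Rps21 (0.13), Rps19 (0.20), Rpl36a (0.44), Ndufa1 (0.12), Ndufc1 (0.090), Cox6c (0.37), Syvn1 (0.55), Herpud1 (0.67), Wasf2 (0.23), Adamts1 (0.44), Bax (0.52), Xiap (0.49), Mmp14 (0.27), Mmp23 (0.34), Fst (0.31), Wnt10a (0.41) and Lrp6 (0.40).

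Leaving out each replicate in turn gave 0 to 753 lower probes, 0 to 555 higher probes, 0 to 1 gene of Tables 5 to 7 (Inhbb) and 2 to 4 lists higher. The probe counts of 753 and 555 came without replicate 1, and without replicate 2, 3 or 4 they were 0. The log2 ratio of Tll1 lay between -0.13 and 0.020, above 0 without replicate 2, and that of Tdgf1 between -0.17 and 0.051, above 0 without replicate 4. Of 29 genes named as examples, 28 passed without replicate 1, 25 with the filter on the coefficient of variation and 0 without replicate 2, 3 or 4. Without replicate 1, the adjusted p in camera was 0.0019 for PPAR and fatty acid response, 0.0017 for Oxidative phosphorylation, 0.027 for Cholesterol synthesis and uptake and 0.021 for Unfolded protein response, while Antioxidant response (0.297), Olfactory receptors and Cytosolic ribosomal proteins (0.535 each) were not past the threshold. Unfolded protein response was not past it without replicate 2 (0.058), 3 (0.131) or 4 (0.075), nor Antioxidant response without replicate 3 (0.055) or 4 (0.075).

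Each array pairs 1 control with 1 palmitate culture, and the ratios keep this pairing. With no replicate block, an unpaired limma fit of the separate channels, 15 probes were lower and 16 higher. The methods' t-test, also unpaired, gave 0, so the pairing alone does not set this count.

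With the deposited ratios and no filter, the median of the genes listed as lower was -0.74. With these and a one-sample t-test, the median of the genes listed as lower was -0.74. With arrays weighted by their agreement, 494 probes were lower and 338 higher and 1 of the genes of Tables 5 to 7 passed. With raw signals at their 75th percentile and no filter, 17909 probes were lower and 337 higher, 62 of the genes of Tables 5 to 7 passed and the median of the genes listed as lower was -1.29. There the sign or direction turned for Il17a (-0.76), Tdgf1 (0.040), Fgf21 (-0.55), Adamtsl2 (-0.73), Mmp10 (-0.043) and Mep1a (-0.59). With processed signals at their 75th percentile and no filter, 2 probes were lower and 6 higher, 1 of the genes of Tables 5 to 7 passed and the median of the genes listed as lower was -0.73. With 1 probe per gene, 2 genes were higher.

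Signal over background limits these results: 61.3% of the probes were tested, and 9 of the 68 genes of Tables 5 to 7.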

Differences from the paper's values

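The paper gives 3492 transcripts as lower, 555 as higher and 4047 genes in all (the paper's values, at a fold of 1.6 and a corrected t-test). The counts here are of probes, of which 0 were lower, 0 higher and 0 changed at these thresholds in limma, with 5283 at an unadjusted p under 0.05. The methods' t-test on the same normexp and loess values also gave 0. Of the 18 alternatives set before the data were examined, 1 equals the paper's count of higher probes (555 without replicate 1, where 753 were lower). None equals the total, and none reaches the count of lower probes. No dye normalization (20322 higher, 20348 in all) and raw signals without normalization (10700 higher, 10700 in all) exceed the paper's count of higher probes and its total. The raw signals of each channel shifted to their 75th percentile gave 3453 lower and 412 higher probes with a fold of 1.6 at an unadjusted p under 0.05 in the methods' t-test, and 510 lower and 44 higher at an adjusted p. The deposited ratios without a filter on dim probes, an alternative chosen after seeing the values, gave 4781 lower and 841 higher with a fold of 1.6 at an unadjusted p under 0.05 in a one-sample t-test, and 0 at an adjusted p and that fold. Regardless of p, 6874 probes had a deposited fold of 1.6 or more lower, and 86.2% of them failed the filter on dim probes. Of 1855 with such a fold higher, 46.5% failed it. Which of these probes the paper counted is not known.

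In Table 2, the paper's fold for Arpc3 is -3.9 and here its brightest probe has -1.25. The paper's fold for Tfpi is 2.1 and here its brightest probe has 1.13. None of the 17 alternatives comes within 1 SD over the 4 arrays of either of the paper's values. For Tfpi, 2 exceed it: no dye normalization (2.43) and raw signals without normalization (2.37). Other probes of these genes, chosen after seeing the values, have folds of -2.53 for Arpc3 and 1.67 for Tfpi, and in the deposited ratios -3.88 and 2.03. For Usp47 (1.68) and Angptl4 (2.79) the values here differ from the paper's 2.0 and 2.8, which have no stated error, by less than their SD over the 4 arrays, and the deposited ratios give 2.02 and 2.76. None of the 4 genes passes an adjusted p of 0.05 in limma. Without replicate 1, a probe of each does. None does without replicate 2, 3 or 4.

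In Tables 5 to 7, the paper's folds are 2.66 for Il17a, -1.71 for Tdgf1, 1.63 for Rabep1, 1.81 for Fgf21, 1.79 for Adamtsl2, 1.88 for Mmp10 and 2.12 for Tll1. Here they are 1.07 for Il17a, -1.03 for Tdgf1, 1.30 for Rabep1, 1.07 for Fgf21, 1.07 for Adamtsl2, 1.24 for Mmp10 and -1.04 for Tll1. Agilent's processed signals, the processed signals shifted to their 75th percentile and the deposited ratios come within 1 SD of the paper's values for Il17a, Fgf21, Adamtsl2 and Mmp10. No dye normalization also does for Fgf21, and raw signals without normalization for Mmp10. Median centring and leaving out replicate 3 do so for Rabep1, which was matched by gene name. No dye normalization exceeds the paper's value for Rabep1 (2.81) and Mmp10 (2.27), as raw signals without normalization do for Rabep1 (2.76). The other alternatives stay below, and none of the 17 comes within 1 SD for the brightest probes of Tdgf1 or Tll1. For these genes the paper's folds match other probes, chosen after seeing the values, with folds of -1.71 for Tdgf1 and 2.12 for Tll1 in the deposited ratios. That probe of Tdgf1 was not well above background in either channel on any array, and that of Tll1 was on 4 arrays in the palmitate channel and 2 in the control channel. The control channel of Il17a, Fgf21 and Adamtsl2 was well above background on 1 of 4 arrays, so their values here are drawn toward 0 and are no exact folds to set against the paper's.

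The paper gives all 68 genes of these tables as changed. Here 9 could be tested and none passes an adjusted p of 0.05 in limma, with 3 at an unadjusted p under 0.05. Inhbb passes without replicate 1 and with the filter on the coefficient of variation, and Mmp10 with the processed signals shifted to their 75th percentile. With no dye normalization 8 genes pass, 7 in the listed direction, and with raw signals without normalization 5, of which 4 are in the listed direction. Raw signals at their 75th percentile without the filter on dim probes, chosen after seeing the values, call 62 of the 68, with 50 in the listed direction, and drop 6. The paper's folds equal the deposited ratios to within 0.02 on the log2 scale for 65 of the 68 genes, with Wnt2, Rabep1 and Adam28 as exceptions. Rabep1, Adamts3 and Adam28 were matched by gene name, as the accession the paper lists was not found, so their probes need not be of the listed transcript. The paper lists Wnt2 as higher, while its deposited log2 ratio is -0.74. The paper counts fewer genes shared by Tables 5 and 6 than the 11 its tables hold, and its text names Ccl28 where Table 5 lists Ccl26.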

Other observations

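The ribosomal RNA values below were looked at only after the results were seen, and the gene lists were fixed before. Genes named here as members of lists were chosen after their values were seen.

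In the unfolded protein response, 1 gene was higher and none lower when adjusted over the list alone. This was Hspa5, a chaperone of the endoplasmic reticulum, with a log2 ratio of 0.74 ± 0.29 (SD, n = 4). Syvn1 and Herpud1, of its degradation pathway, had -0.57 ± 0.46 (SD, n = 4) and -0.41 ± 0.27 (SD, n = 4) and did not pass there, nor with the methods' limit on the coefficient of variation (adjusted p = 0.0537 and 0.0639 from limma). Without replicate 1 the adjusted p was 0.104 for Syvn1 and 0.0215 for Herpud1. In the antioxidant response, 9 genes were higher and 2 lower when adjusted over the list alone. Fth1, the ferritin heavy chain, had 0.72 ± 0.24 (SD, n = 4) and Mt2, a metallothionein, -0.96 ± 0.61 (SD, n = 4). Over all probes, Hspa5, Fth1 and Mt2 did not pass in limma. They did with the limit on the coefficient of variation (0.0237, 0.0237 and 0.0283) and without replicate 1 (0.00367, 0.00661 and 0.00457). None of them passed without replicate 2, 3 or 4. Of 26 genes of the integrated stress response, 1 was higher and 3 lower when adjusted over the list alone (camera, adjusted p = 0.42). Of 35 genes of the ubiquitin-proteasome pathway and atrophy, 2 were higher (camera, adjusted p = 0.098, and 1.4e-04 to 0.72 over the alternatives). NF-kB targets and inflammation (30 genes) and the interferon response (20 genes) had an adjusted p of 0.42 each.

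Among 75 cytosolic ribosomal proteins, 27 were higher and 5 lower when adjusted over the list alone. Rps19 and Rpl36a had log2 ratios of -0.91 ± 0.50 (SD, n = 4) and -0.79 ± 0.47 (SD, n = 4), against the direction of the list. Neither passed over all probes in limma, and both did with the limit on the coefficient of variation (adjusted p = 0.0260 and 0.0296) and without replicate 1 (0.00273 each). Neither did without replicate 2, 3 or 4. With Agilent's processed signals the median of the list was -0.012. Of 27 genes of translation initiation and elongation, 7 were higher and 5 lower when adjusted over the list alone (camera, adjusted p = 0.51, and 0.024 to 0.72 over the alternatives).

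Of 25 myogenic regulators, 4 were higher and 2 lower when adjusted over the list alone (camera, adjusted p = 0.59), and of 34 muscle contractile and sarcomere genes none was (adjusted p = 0.51). Vascular growth factors and endothelin (21 genes) had an adjusted p of 0.58, and vomeronasal and trace amine receptors (39 of 235 on the array tested) 0.45, with 0.0014 to 0.98 over the alternatives. Markers of other cell types gave an adjusted p of 0.48 for adipocytes (6 of 13 tested), 0.55 for fibroblasts (8 of 12) and 0.93 for macrophages and leukocytes (8 of 17). Of the endothelial markers, 3 of 10 were measured, too few to test.

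The log2 ratios of the 3 ribosomal RNA probes on replicate 1 were 1.42, 1.01 and 0.99, and on replicates 2 to 4 they lay between -3.54 and -0.89.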
